A study of Mus musculus with 4 samples. Its data were reported in "Cancer cells impair monocyte-mediated T cell stimulation to evade immunity" (2024).

How the data were processed

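Single-cell RNA sequencing was performed on CD45+ cells sorted from YUMM1.7-OVA RTT tumours, a mouse melanoma line that expresses ovalbumin and had become resistant to targeted therapy. Tumours grew in Rag2-deficient mice, which lack T and B cells of their own, and were collected on day 10, 72 h after adoptive transfer (ACT) of ovalbumin-specific OT-1 CD8+ T cells on day 7. There were 4 libraries, 1 per group, and each library was a pool of 3 tumours. The groups were RTT with an mCherry control vector (CTRL), RTT with forced expression of Irf3 and Irf7 in the cancer cells (IRF3/7), RTT treated with the COX2 inhibitor celecoxib (COX2i), and RTT treated with celecoxib and the DNA methyltransferase inhibitor 5-azacitidine (COX2i + 5-AZA).

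The cells were fixed for 22 h and assayed with the Chromium Flex kit, in which pairs of probes are ligated on fixed RNA and counted by unique molecular identifiers (UMIs). The 4 libraries were multiplexed by probe barcode. Per the methods of the study, the authors used cellranger multi 7.1.0 with the mouse probe set for mm10 (GRCm38). They kept cells above a minimum of detected genes and below limits on mitochondrial and ribosomal content. They then kept genes seen in enough cells of each of several experiments and removed ribosomal and mitochondrial genes. The deposited values are raw UMI counts per gene and cell, with no normalisation by the authors. The table held 12584 genes and 34447 cells. In all 34447 cells the UMI sum equalled the total in the authors' cell table. In 1201 cells, 1000 or fewer of the deposited genes were detected. The reason was not tested. No ribosomal protein or mitochondrial gene was among the deposited genes. A probe assay reads only the probed part of a transcript, so the counts carry no information on isoforms, and no probe sequence was used here. Genes of multigene families, such as Tgtp1, Ifit1bl1, Slfn4, Gbp2, Gbp2b, Ly6a, Ly6i, H2-K1 and the granzymes, were not checked for probes that bind a near-identical copy, and their values are uncertain to that extent.

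Cell classes were taken from the deposited annotation of 17 names, which the authors made from clusters of an integration of several experiments. The classes Infl_Mono, Monocyte_1 and Monocyte_3 were summed as monocytes, and TAM_C1q, TAM_Spp1, TAM_cycling, TAM_H2Ab1, Ctsk_Macro and Macro as macrophages. Infl_Mono and Monocyte_1 were led by interferon-regulated genes (for Infl_Mono Slfn4, Ifit1bl1 and Rsad2, for Monocyte_1 Nos2, Cxcl9 and Gbp2b). Because those genes differed between libraries, shares of monocytes were read over the classes together, and a single monocyte class is given only where an alternative turned its direction. The class named DC3 is written as CCR7+ DC here. The class named Myofibrobl holds non-immune cells left after the CD45 sort.

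With 1 library per group no test between conditions was possible, and no p-value or count of changed genes is given. Shares of cells carry exact Clopper-Pearson 95% intervals, sums of UMIs exact Poisson 95% intervals, and ratios between libraries exact conditional 95% intervals. All of these cover counting error only, not the spread between tumours or libraries. A count of 0 was set to a floor of 3 counts per library. Expression was the sum of UMIs over the cells considered, divided by their total UMIs and given in the usual unit CPM, and differences were log2 ratios of CPM. They were computed over all cells, within monocytes and macrophages together, and within each class with at least 50 cells in both libraries. Depth per library ranged from 26356819 to 78722763 UMIs, so 3 UMIs corresponded to between 0.0381 and 0.114 CPM.

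Genes were named by a rule fixed before the data were examined. It held a list of 29 genes chosen for the questions of the study. For each comparison it added the 5 genes with the largest rise and the 5 with the largest fall among genes with at least 200 UMIs in both libraries together and at least 50 CPM in the higher one. Ly6c2, on that list, and Lamp3, a marker, had no values in the table used here. Lists of genes were fixed at the same time, as were the comparisons, markers and most alternatives. They were a published list of interferon-stimulated genes of dendritic cells (ISG-DC), a published inflammatory cDC2 list, a published CD8+ effector memory list, the inflammatory monocyte, monocyte 1, TME-COX and TME-IRF3/7 lists of the study, and 2 lists compiled for this purpose, skewed to type I interferon (15 genes, Irf7 among them) and to interferon-γ (15 genes). The inflammatory monocyte, monocyte 1 and TME-IRF3/7 lists were chosen by the study on data that included these libraries, so their values are not independent evidence. The lists overlap. Of the 128 ISG-DC genes, 119 were in the table and 69 also stood in those 3 lists, as did all 26 TME-COX genes. A list is described by the median log2 ratio of its genes with at least 20 UMIs and by the percentile of that median among 10000 random lists of the same size matched on mean expression.

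Cells were also clustered anew without any gene of the interferon lists, on 3000 variable genes, 40 principal components and 20 neighbours, by the Leiden method at resolutions 0.5 and 1, in scanpy 1.11.5. The interferon lists are all lists above except the CD8+ effector memory one, so they include the inflammatory monocyte and monocyte 1 lists. A cluster was named from the fixed markers by the type with most raised markers. A cluster with a tie for most raised markers stayed unnamed. At least 3 were required, together with a marker among its 10 leading genes, a count of 4 or more, or raised cycling genes. This naming rule was settled after the clusters were seen, and 3 other rules weighed at that time, with a later one that asks for only 2 raised markers, are given with the alternatives. Under the kept rule at resolution 0.5, 8.44% of CTRL, 0.442% of IRF3/7, 3.12% of COX2i and 19.7% of COX2i + 5-AZA cells stayed unnamed. Doublets were scored per library with Scrublet at an expected rate of 5%. Its own threshold called 1, 2, 0 and 0 cells in CTRL, IRF3/7, COX2i and COX2i + 5-AZA, which is too few to be of use. No doublets were removed in the main results, and removal of the 5% of cells with the highest scores was added as an alternative.

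Other alternatives were minimum numbers of detected genes of 1000 and 2000, a denominator without T, NK and non-immune cells, median-of-ratios size factors, totals without the 50 most abundant genes, mean CPM per cell, the class mix of the control library, lists without a minimum count, over all cells or as module scores, and correlations over fewer genes or all cells. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9. They were tested on simulated data with 200 genes changed by known amounts. The counts were Poisson draws from the CTRL profile of monocytes and macrophages, with no change in class mix and no spread between cells or libraries. The changed genes lay above a minimum of expected UMIs and were changed by a large factor. The simulation thus checks the calculation only, not how it performs on libraries that differ as these do. In simulations of each of the 4 comparisons, 100% of the changed genes were among the 200 largest changes. The intervals covered the true value for 95.6% of genes in IRF3/7 against CTRL, 96.2% in COX2i against CTRL, 95.4% in COX2i + 5-AZA against CTRL and 96.3% in COX2i + 5-AZA against COX2i. Over lists of unchanged genes the median percentile was 47.7, 49.8, 49.7 and 46.0 in the same order. Gene positions are from GENCODE M21 on GRCm38, which held 12521 of the 12584 symbols (99.5%).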

Results

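Gene expression was measured in single CD45+ cells from 4 libraries of YUMM1.7-OVA RTT tumours after ACT, with 1 library per group and 3 tumours pooled in each. There were no replicate libraries, so each difference is one between 2 libraries, with no replicate check. The CTRL library held 8953 cells and 67891118 UMIs, with medians of 6151 UMIs and 2784 genes per cell. The IRF3/7 library held 6329 cells and 26356819 UMIs, and it was shallower, with medians of 3168 UMIs and 1585 genes per cell. COX2i gave 9133 cells and 78722763 UMIs (medians 7502 and 3235). COX2i + 5-AZA gave 10032 cells and 76262645 UMIs (medians 6039.5 and 2603). Intervals in parentheses are exact 95% intervals for counting error only.

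The genes targeted in the IRF3/7 tumours were examined first. Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481, minus strand, GRCm38) stood at 4964 CPM (4937 to 4991) over all IRF3/7 cells and at 62.1 CPM (60.3 to 64.0) over all CTRL cells, a log2 ratio of 6.32. Irf3 (ENSMUSG00000003184, chromosome 7, 44997648 to 45002848, plus strand) stood at 138 CPM (134 to 143) against 41.6 CPM (40.1 to 43.2), a log2 ratio of 1.73. In COX2i and COX2i + 5-AZA, Irf3 was at 43.2 and 42.4 CPM and Irf7 at 86.2 and 436 CPM. The non-immune class carried the highest level. Its 172 cells in the IRF3/7 library held 51.1% of that library's Irf7 UMIs, at 14909 CPM, against 8.20 CPM in the 554 CTRL cells of that class, and Irf3 was at 584 against 31.2 CPM. Within monocytes and macrophages, Irf7 was at 3170 CPM against 69.3 CPM, whereas Irf3 did not differ beyond counting error when scaled to the total (44.6 against 43.0 CPM, log2 ratio 0.05, -0.06 to 0.17). Scaled by median-of-ratios size factors, that Irf3 ratio was 0.56. Celecoxib inhibits the COX2 enzyme, so the transcript Ptgs2 does not check that treatment. Its log2 ratio over all cells was -0.81 in COX2i against CTRL (197 against 345 CPM). In IRF3/7 against CTRL it was 1.44 (939 against 345 CPM).

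The first comparison asked how tumour-intrinsic IRF3/7 expression alters the immune infiltrate. Monocytes made up 72.6% (71.5 to 73.7) of IRF3/7 cells and 1.55% (1.31 to 1.83) of CTRL cells, a log2 ratio of shares of 5.55 (5.30 to 5.80). Macrophages made up 6.94% (6.32 to 7.59) against 83.5% (82.7 to 84.3), a log2 ratio of -3.59 (-3.73 to -3.45). Different classes held most of the macrophages in these libraries. TAM_H2Ab1 held 385 of 439 in IRF3/7, and TAM_C1q and TAM_Spp1 held 3199 and 2347 of 7475 in CTRL. TAM_C1q, TAM_Spp1 and Ctsk_Macro together were at 0.474% of IRF3/7 cells, a log2 ratio of -7.13 (-7.69 to -6.61). Monocytes and macrophages together made up 79.6% against 85.0%. Among the alternatives, class labels moved the macrophage share most. Clusters rebuilt without interferon genes gave -6.49 at resolution 0.5, and -7.03 at resolution 1 under the most restrictive naming rule. NK cells rose from 0.123% (11 cells) to 8.97% (568 cells), a ratio of 73.0 (40.5 to 147). A UMI of Cd3d, Cd3e, Cd3g, Trac, Cd8a or Cd8b1 was found in 64 of the 568 NK cells (median 2674.5 UMIs) and in 5 of 390 cDC2 (median 3137 UMIs) of that library. No CD8+ T cell was annotated among the 8953 CTRL cells, where the floor is 0.0335% and the exact upper limit 0.0412%. In IRF3/7 there were 8, at least 3.77-fold higher in share with the floor taken for the CTRL library. The lower counting limit of that ratio was 2.41. The share of CCR7+ DC was 1.04% against 0.112%, a ratio of 9.34 (4.77 to 20.4), and that of cDC1 (38 against 16 cells) had a ratio of 3.36 (1.83 to 6.45). The share of cDC2 was 6.16% against 7.20%, a ratio of 0.855 (0.752 to 0.971). This value depended on the class labels. In clusters rebuilt at resolution 1, cDC2 made up 0.111% against 10.4%, as 370 of the 390 annotated cDC2 of IRF3/7 and 14 of the 645 of CTRL fell in an unnamed dendritic cell cluster led by Ccl22 and Ccr7. The CCR7+ DC ratio turned below 1 in clusters rebuilt at resolution 0.5 (6.81% against 7.38%), where the cluster of that name also held most annotated cDC2 (358 in IRF3/7 and 586 in CTRL). Neutrophils did not differ beyond counting error (0.774% against 0.726%). The non-immune class, whose share is set by the CD45 sort, was at 2.72% against 6.19%, a direction that turned when only cells with more than 2000 genes were kept (log2 ratio 0.47).

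The second comparison asked how COX2 inhibition alters the infiltrate. In COX2i, monocytes made up 6.11% (5.63 to 6.62) of cells, a log2 ratio against CTRL of 1.98 (1.71 to 2.26). Macrophages made up 74.7% (73.8 to 75.6), a log2 ratio of -0.16 (-0.21 to -0.11). This direction was not kept in every rebuilt classification, since resolution 1 gave 0.0061, or -0.13 with a weakly marked cluster counted as macrophages. The pooled value hid opposite changes. TAM_C1q, TAM_Spp1 and Ctsk_Macro together went from 66.2% (65.2 to 67.2) to 39.3% (38.3 to 40.3), a log2 ratio of -0.75 (-0.81 to -0.69). TAM_cycling rose with a log2 ratio of 1.09 (1.00 to 1.18). TAM_H2Ab1 rose with a ratio of 2.12 (1.20 to 3.86, 41 against 19 cells), and Macro fell with a ratio of 0.309 (0.184 to 0.499). NK cells were at 0.547% (ratio 4.46, 2.29 to 9.49), cDC1 at 0.865% (4.84, 2.80 to 8.88) and CCR7+ DC at 0.307% (2.74, 1.29 to 6.33). The share of cDC2 did not differ beyond counting error (7.29%, ratio 1.01, 0.907 to 1.13). Neutrophils made up 0.0547% (5 cells), a ratio of 0.0754 (0.0237 to 0.185). The non-immune class made up 10.0%, again after the CD45 sort, and 1 CD8+ T cell was annotated.

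The remaining comparisons addressed the combination with 5-AZA, which was given to raise interferon responses. In COX2i + 5-AZA, monocytes made up 46.7% (45.7 to 47.7) of cells. The log2 ratio was 4.91 (4.67 to 5.16) against CTRL and 2.93 (2.81 to 3.06) against COX2i. Macrophages made up 41.0% (40.1 to 42.0), with log2 ratios of -1.02 (-1.08 to -0.97) and -0.86 (-0.92 to -0.81). TAM_C1q, TAM_Spp1 and Ctsk_Macro together were at 22.7%, with log2 ratios of -1.55 (-1.62 to -1.48) and -0.80 (-0.87 to -0.72). The TAM_cycling log2 ratios were -0.31 (-0.42 to -0.20) and -1.40 (-1.49 to -1.30). TAM_H2Ab1 rose, with ratios of 19.7 (12.4 to 33.0) against CTRL and 9.30 (6.74 to 13.2) against COX2i. Macro had ratios of 1.28 (0.943 to 1.76) and 4.16 (2.63 to 6.84). Over all libraries, 372 of 864 TAM_H2Ab1 cells lay in a rebuilt monocyte cluster of mostly COX2i + 5-AZA cells at resolution 0.5. The TAM_H2Ab1 rise may thus depend on the class labels. NK cells were at 4.36%, a ratio of 35.5 (19.6 to 71.6) against CTRL and of 7.96 (5.93 to 10.9) against COX2i. CCR7+ DC were at 0.867%, with ratios of 7.76 against CTRL (4.03 to 16.8) and 2.83 against COX2i (28 cells there and 87 here). Neutrophils were at 1.95%, with ratios of 2.69 (2.02 to 3.62) and 35.7 (196 against 5 cells), and the ratio against CTRL turned below 1 with only cells above 2000 genes (log2 ratio -0.34). The share of cDC2 was lower than in either library, at 2.60%, with ratios of 0.361 (0.312 to 0.418) and 0.357 (0.308 to 0.412). For cDC1 the share of 0.598% was higher than in CTRL (ratio 3.35, 1.90 to 6.22) and lower than in COX2i (0.691, 0.486 to 0.980). There were 7 CD8+ T cells, a share at least 2.08-fold higher than in CTRL with the floor taken for the CTRL library. The lower counting limit of that ratio was 1.29. The non-immune class was at 1.59%.

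**Figure D1:**
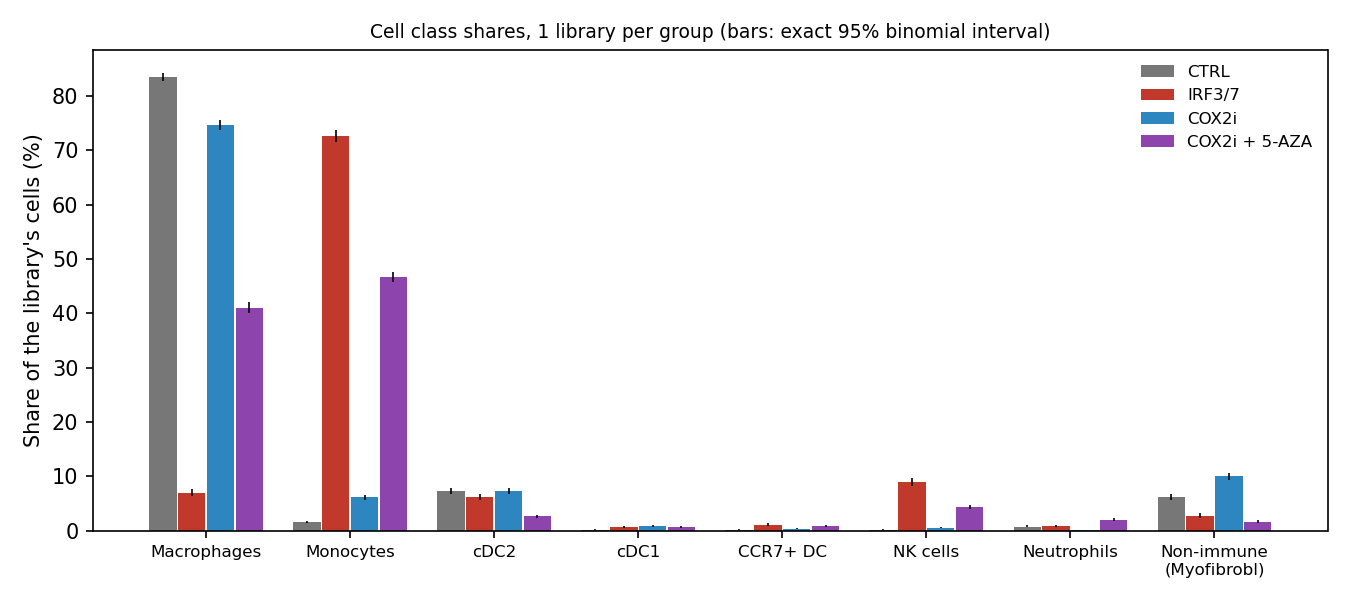
Share of each library's cells (%, y axis) in 8 cell classes (x axis) for the 4 libraries, 1 bar per library, with exact 95% binomial intervals. Monocytes are at 1.55% in CTRL, 72.6% in IRF3/7, 6.11% in COX2i and 46.7% in COX2i + 5-AZA, and macrophages are at 83.5%, 6.94%, 74.7% and 41.0%.

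Scaling shifted whole comparisons. With median-of-ratios size factors in place of totals, the median gene within monocytes and macrophages moved from a log2 ratio of -0.51 to 0 in IRF3/7 against CTRL, from 0.03 in COX2i against CTRL, from -0.15 in COX2i + 5-AZA against CTRL and from -0.19 in COX2i + 5-AZA against COX2i. Over all cells these shifts were -0.30, 0.04, -0.18 and -0.21. Log2 ratios below are scaled to totals. Within monocytes and macrophages, a ratio relative to the median gene is larger by 0.51 in the first comparison and smaller by 0.03 in the second. It is larger by 0.15 and 0.19 in the others. Over all cells it is larger by 0.30, smaller by 0.04, and larger by 0.18 and 0.21, in the same order. The median absolute log2 ratio within monocytes and macrophages was 0.73 over 10171 genes in IRF3/7 against CTRL, 0.20 over 10522 genes in COX2i against CTRL, 0.28 over 10508 genes in COX2i + 5-AZA against CTRL and 0.29 over 10447 genes in COX2i + 5-AZA against COX2i. Over all cells it was 0.52, 0.17, 0.32 and 0.34. The alternative that moved these most was the class mix of the control library, which took the last of them from 0.34 to 0.17.

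Within monocytes and macrophages of the IRF3/7 library, Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818, minus strand) was at 5007 CPM against 75.6 CPM, a log2 ratio of 6.05. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889, minus strand) was at 1691 against 25.8 CPM (6.03, 5.96 to 6.11), and Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079, minus strand) at 270 against 24.7 CPM (3.45, 3.36 to 3.54). Gbp2 and Ly6a were higher with log2 ratios of 4.31 and 5.31. Under the rule of size, the largest rises were in Lipg (8.89), Tgtp1 (7.39), Slfn4 (7.26), Ifit1bl1 (7.04) and Ifi44 (6.69), and the largest falls in Fcrls (-7.36), Slco2b1 (-7.34), Lyve1 (-7.03), Cbr2 (-6.63) and Cxcl14 (-6.62). Slfn4 and Ifit1bl1 are leading genes of Infl_Mono, which held 4335 of the 5035 monocytes and macrophages in that library. Lipg is a leading gene of TAM_H2Ab1, which held only 385 of them. Slco2b1 and Cbr2 are leading genes of TAM_C1q, which held 3199 of the 7614 monocytes and macrophages in CTRL. Spp1, Arg1 and Ctsk were lower with log2 ratios of -4.36, -5.72 and -4.38. Over all cells the largest rises were in genes of NK and T cells. Gzmf was at 122 CPM against 0 of 67891118 UMIs, a log2 ratio of at least 11.43, with Gzmb (9.34), Gzma (9.24), Ifng (9.05) and Prf1 (8.36) next.

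Changes in COX2i against CTRL were smaller. In monocytes and macrophages, the largest rises were in Qpct (2.35, 2.22 to 2.49), Cxcl9 (2.17, 2.08 to 2.25), Gbp2 (2.07, 2.03 to 2.12), Cxcl10 (2.03, 1.95 to 2.12) and Mgl2 (1.92, 1.83 to 2.01). Gbp2 (ENSMUSG00000028270, chromosome 3, 142620602 to 142638008, plus strand) went from 82.0 to 345 CPM. Isg15 rose by less (log2 ratio 0.84, 0.79 to 0.90). The largest falls were in Vcam1 (-3.33), Ppbp (-3.17), Cd163 (-2.39), Ctla2a (-2.25) and Mmp9 (-1.99). Ctsk and Arg1 were lower with log2 ratios of -1.74 and -0.91, whereas C1qa and Spp1 were each at -0.16. Mki67 was higher, with a log2 ratio of 0.98.

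In COX2i + 5-AZA, Cxcl9 was at 602 CPM in monocytes and macrophages, a log2 ratio of 4.61 (4.53 to 4.68) against CTRL and 2.44 (2.40 to 2.48) against COX2i. Cxcl10 was at 599 CPM (4.54 and 2.50), Gbp2 at 1660 CPM (4.34 and 2.26) and Isg15 at 626 CPM (3.05 and 2.21). Cxcl9 was thus higher in COX2i + 5-AZA than in IRF3/7, and Cxcl10 and Isg15 were lower. Against CTRL the largest rises were in Dnase1l3 (6.70), Gbp2b (6.04), Ly6i (5.75), Serpina3g (5.34) and Mmp13 (5.18), and the largest falls in Slc9b2 (-4.08), Mgp (-3.98), Ctsk (-3.72), Mmp9 (-3.65) and Atp6v0d2 (-3.11). Against COX2i the largest rises were in Mmp13 (5.42), Dnase1l3 (5.04), Saa3 (4.98), S100a8 (4.93) and Ccl24 (4.40), and the largest falls in Mgp (-3.17), Col14a1 (-2.60), Hist1h1d (-2.35), Fn1 (-2.31) and Pmp22 (-2.21). Dnase1l3, Gbp2b, Ly6i and Ccl24 are leading genes of Monocyte_1, which held 3640 of the 8801 monocytes and macrophages in this library. Ptgs2 was higher than in COX2i (459 against 140 CPM, log2 ratio 1.71).

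Lists of interferon-regulated genes were compared within monocytes and macrophages. The median log2 ratio of the ISG-DC list was 3.18 in IRF3/7 against CTRL, 0.36 in COX2i against CTRL, 1.39 in COX2i + 5-AZA against CTRL and 1.04 in COX2i + 5-AZA against COX2i. Every list median over monocytes and macrophages in this paragraph lay at percentile 100 of its random lists. The alternative that moved the ISG-DC median most on the log2 scale was size factor scaling (3.68 in IRF3/7). In the same order of comparisons, the type I-skewed list was at 5.54, 0.43, 2.30 and 1.75, the interferon-γ-skewed list at 3.92, 1.11, 3.89 and 2.26, and the inflammatory cDC2 list at 4.94, 0.52, 2.41 and 1.89. Of the lists drawn up by the study, inflammatory monocyte was at 3.57, 0.37, 1.73 and 1.40, monocyte 1 at 2.60, 0.64, 2.02 and 1.53, TME-COX at 4.07, 1.07, 3.02 and 2.14, and TME-IRF3/7 at 5.18, 0.47, 2.68 and 2.03. The type I-skewed median was above the interferon-γ-skewed one in IRF3/7 and below it in the other 3 comparisons. These values include the change in class mix. Within Infl_Mono, the ISG-DC medians were lower, at 0.52 (percentile 100), 0.08 (30.13), 0.02 (0.12) and -0.05 (0.02). That class was led by interferon-regulated genes, so its cells may enter it by their level of such genes. Within cDC2 they were 2.60, 0.30, 0.94 and 0.65. The cDC2 of IRF3/7 and CTRL fell in different clusters at resolution 1, so these values are not free of a change of subtype. In the comparisons without IRF3/7 they were 0.33, 1.21 and 0.78 within TAM_cycling, 0.16, 0.60 and 0.44 within TAM_C1q and 0.20, 0.26 and 0.11 within TAM_Spp1. Ctsk_Macro, compared only for COX2i against CTRL, was at 1.26. All of these macrophage values lay at percentile 100, so a rise was also found within macrophage classes. A change of subtype stays open there too, since TAM_C1q was spread over clusters of unlike library mix at resolution 1. A cluster with 2234 TAM_C1q cells held 2023 CTRL and 353 COX2i cells. One with 1258 TAM_C1q and 1261 TAM_cycling cells held 421 and 2147. In one with 426 TAM_C1q cells, 786 of 898 cells were from COX2i + 5-AZA.

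In NK cells of COX2i + 5-AZA against COX2i, the only comparison with at least 50 NK cells in both libraries, the median log2 ratio of the CD8+ effector memory list was 0.48 over 21 genes (percentile 99.99), with 17 of them higher. The COX2i library held just 50 NK cells. In the same cells the ISG-DC list was at 0.46, the type I-skewed list at 0.73 and the interferon-γ-skewed list at 0.69. The rise was thus not particular to the CD8+ effector memory list.

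**Figure D2:**
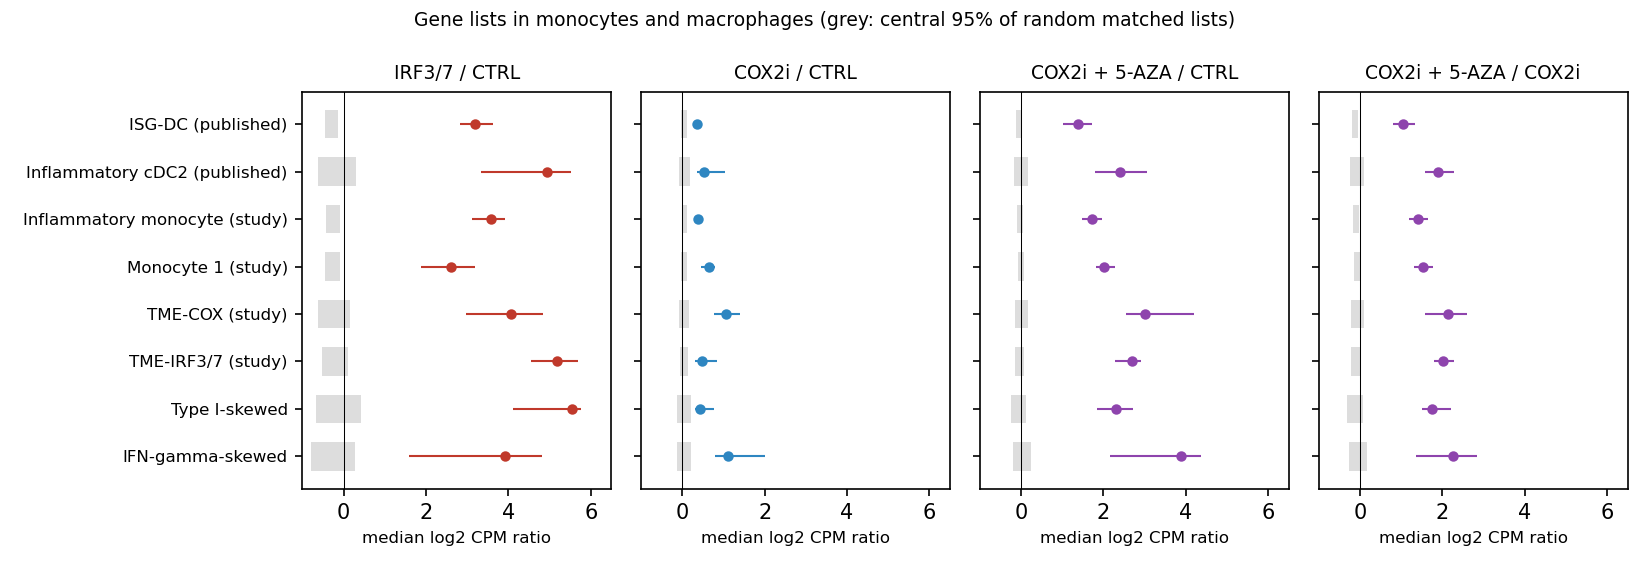
Median log2 CPM ratio (x axis) of 8 gene lists (y axis) within monocytes and macrophages in the 4 comparisons, 1 panel each, with points and 95% intervals of the median over genes, and grey bars for the central 95% of random lists matched on expression. ISG-DC is at 3.18, 0.36, 1.39 and 1.04 from the left panel to the right.

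The effect of adding 5-AZA to COX2i was set beside that of IRF3/7, in comparisons that share no library. Across 10117 genes in monocytes and macrophages, the log2 ratios of COX2i + 5-AZA against COX2i and of IRF3/7 against CTRL had a Pearson r of 0.746 and a Spearman rho of 0.722, and 81.5% of genes had the same sign. Without any association 59.3% would have, because most genes were shifted below 0 in both comparisons, and with each comparison centred on its median gene it was 76.9%. Genes are not independent replicates, and no p-value is given. The value moved most when all cells were used (r 0.587, rho 0.535). Without the genes of the interferon lists, r was 0.706 over 9893 genes.

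**Figure D3:**
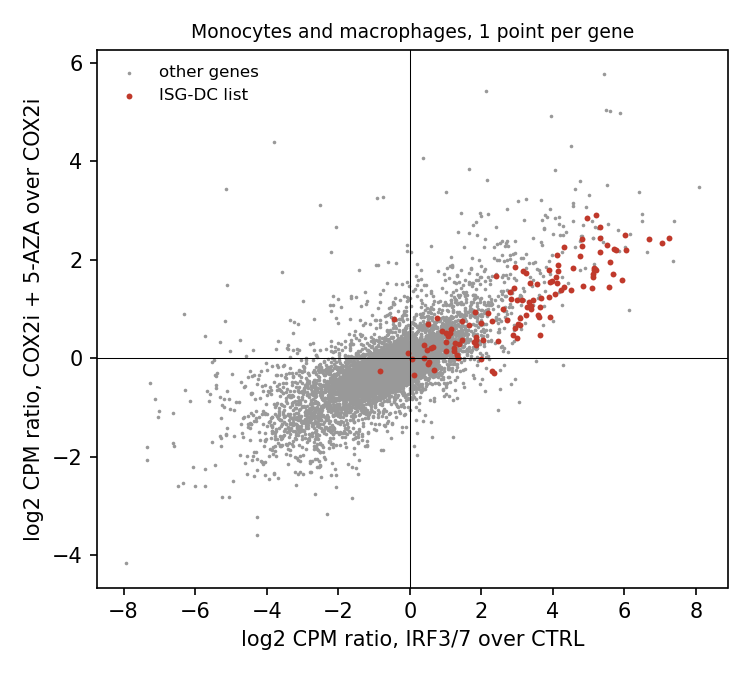
Log2 CPM ratio of IRF3/7 over CTRL (x axis) and of COX2i + 5-AZA over COX2i (y axis) within monocytes and macrophages, 1 point per gene, with the ISG-DC list in red. Pearson r across the 10117 genes is 0.746.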

Values the study reported

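The study kept cells with more than 1,000 detected genes, under 15% mitochondrial and under 40% ribosomal content. It clustered them on 40 Harmony dimensions at a resolution of 0.5. Its TME-COX signature held 26 genes and its TME-IRF3/7 signature 40 genes. Tumours of 3 mice were pooled per condition.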

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

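The test in this part was chosen only after the result was seen. Genes of the Y chromosome, which no comparison above uses, gave UMIs in the annotated CD8+ T cells. There were 26 such UMIs in the 8 CD8+ T cells of the IRF3/7 library, in 6 of the cells, and 4 in the 7 CD8+ T cells of the COX2i + 5-AZA library, in 2 of the cells. CTRL had no annotated CD8+ T cell, and its other 8953 cells had 0 Y-linked UMIs among 67891118. By gene, Ddx3y had 16 UMIs, Eif2s3y 14, Kdm5d 1 and Uty 0 over all libraries. Free RNA, or RNA passed between libraries, would spread over the classes with their UMIs. Instead 96.8% of the 31 Y-linked UMIs (83.3 to 99.9) lay in CD8+ T cells, which held 0.0521% of all UMIs, and 1 UMI lay elsewhere, in COX2i + 5-AZA. A candidate explanation is that the transferred T cells came from male donors and the tumours and hosts were female or had lost the Y chromosome. The sexes of donors and hosts of these libraries are not given in the sources used here, so this stays a hypothesis. The single T cell of COX2i had no Y-linked UMI, and with 16 T cells in all, nothing can be said of the share of donor cells.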

How the results depend on the processing

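The removal of cells by doublet score and the 4 other naming rules for rebuilt clusters were chosen after the data were seen. The other alternatives were fixed earlier, though rebuilt classes were compared for cDC2 and CCR7+ DC only after their clusters were seen. No paired analysis was possible because each group had 1 library. Removal of the doublets that Scrublet called gave no usable value, since it called almost none. A value was taken to have moved when it left the 95% counting interval of the main one, and to have reversed when its sign changed and that interval excluded 0.

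The comparisons are ordered here as IRF3/7 against CTRL, COX2i against CTRL, COX2i + 5-AZA against CTRL, and COX2i + 5-AZA against COX2i. Log2 ratios of the monocyte share were 5.55, 1.98, 4.91 and 2.93. They kept their direction under all alternatives that were run. With classes rebuilt at resolution 0.5 they were 6.31, 2.33, 5.60 and 3.27, and at resolution 1 they moved in 3 comparisons, to 6.26, 5.55 and 3.41. Naming by most markers alone gave the same values at both resolutions, as it did with only 2 markers required. A lead of 2 markers gave the same values at resolution 0.5 and 6.03, 5.56 and 3.33 for those 3 comparisons at resolution 1. A marker among the 10 leading genes left 58.9% of CTRL to 84.0% of COX2i + 5-AZA cells unnamed at resolution 0.5. It gave 0.85, 3.27 and 2.42 in the last 3 comparisons at that resolution, and 4.94, 0.60, 3.11 and 2.51 in all 4 at resolution 1. With only cells above 2000 genes the last 3 were 1.69, 5.37 and 3.67.

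Macrophage shares moved more. The main log2 ratios were -3.59, -0.16, -1.02 and -0.86. Rebuilt classes gave -6.49, -0.062, -1.90 and -1.84 at resolution 0.5, also when named by most markers alone or by a lead of 2 markers. At resolution 1 they gave -6.25, 0.0061, -1.60 and -1.60, by the kept rule and by most markers alone, so COX2i against CTRL reversed. A lead of 2 markers gave -6.17, -0.077, -1.46 and -1.38 there. A marker among the 10 leading genes gave -6.17, -0.78, -3.73 and -2.96 at resolution 0.5 and -7.03, -1.18, -3.54 and -2.36 at resolution 1. Only cells above 2000 genes gave -2.31, -0.11, -0.72 and -0.61. A denominator without T, NK and non-immune cells gave -0.094 in COX2i against CTRL and -0.93 in COX2i + 5-AZA against COX2i. Much of the movement with rebuilt classes came from 1 cluster at each resolution, led by Hilpda, that stayed unnamed with 2 raised markers, both of macrophages. At resolution 0.5 it held 756 CTRL, 28 IRF3/7, 285 COX2i and 1976 COX2i + 5-AZA cells. Of its 3045 cells, 1112 were annotated TAM_Spp1, 938 TAM_C1q and 688 Monocyte_1. With only 2 markers required it counts as macrophages, and the ratios were -6.03, -0.15, -1.07 and -0.92 at resolution 0.5 and -5.91, -0.13, -1.02 and -0.89 at resolution 1. The last 3 then lay within the main intervals, and the larger fall in IRF3/7 remained. A change of label may account for much of that larger fall, since TAM_H2Ab1 held 385 of the 439 annotated IRF3/7 macrophages. Over all libraries, 371 of 864 TAM_H2Ab1 cells lay in 1 rebuilt monocyte cluster at resolution 0.5, and 376 in 1 at resolution 1. Both clusters were mostly IRF3/7 cells. The cause of the remaining movements was not tested. The rebuilt monocyte clusters were each mostly 1 library at resolution 0.5, where 3957 of 4113 cells of a cluster were from IRF3/7 and 4357 of 4844 cells of another from COX2i + 5-AZA. Those clusters may be the library and not a cell type, and the values of 6.31 and 5.60 rest on them.

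Of the other shares, 3 reversed with only cells above 2000 genes, which removes more of the shallower IRF3/7 library. They were Infl_Mono in COX2i against CTRL (-0.015, from a main value of 0.45, 0.059 to 0.85), the non-immune class in IRF3/7 against CTRL (0.47) and neutrophils in COX2i + 5-AZA against CTRL (-0.34). The cause was not tested. The CCR7+ DC share reversed with classes rebuilt at resolution 0.5, to -0.12 in IRF3/7 against CTRL, -1.18 in COX2i + 5-AZA against CTRL and -1.26 in COX2i + 5-AZA against COX2i, under the kept rule, by most markers with 3 or with 2 required and by a marker among the 10 leading genes. The cluster of that name also held 586 of the 645 annotated cDC2 of CTRL, so it is a mixture of both classes. At resolution 1 no cluster was named CCR7+ DC, because cDC2 and CCR7+ DC tied at 6 raised markers in the cluster led by Ccl22 and Ccr7. Its cells, 24 in CTRL, 460 in IRF3/7, 102 in COX2i and 217 in COX2i + 5-AZA, were to a large part annotated cDC2 (14, 370, 71 and 118), so they do not check the CCR7+ DC ratios. No cluster was named cDC2 at resolution 0.5. The cDC2 ratios moved in all 4 comparisons at resolution 1, where cDC2 made up 10.4% of CTRL, 0.111% of IRF3/7, 9.10% of COX2i cells and 171 of the 10032 COX2i + 5-AZA cells. Over all share ratios and alternatives, 458 values stayed within the counting interval, 130 moved and 17 reversed.

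The median absolute log2 ratio over all cells was 0.52, 0.17, 0.32 and 0.34. It became 0.43, 0.169, 0.27 and 0.28 with size factors, and 0.63, 0.19, 0.33 and 0.37 with mean CPM per cell. It became 0.37, 0.14, 0.20 and 0.17 with the class mix of the control library. This alternative took classes with at least 20 cells, fewer than the 50 asked for elsewhere. For IRF3/7 that mix covered 31.9% of control cells, as the other classes had too few cells. TAM_cycling, with 1457 of those control cells, was represented by only 20 IRF3/7 cells, so the IRF3/7 value rests heavily on them. Totals without the 50 most abundant genes gave 0.55, 0.170 and 0.33 in the comparisons other than COX2i + 5-AZA against CTRL. Within monocytes and macrophages, where COX2i against CTRL did not move, the other 3 comparisons became 0.60, 0.25 and 0.24 with size factors, 0.75, 0.29 and 0.286 without the 50 most abundant genes, and 0.70, 0.31 and 0.34 with mean CPM per cell.

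For single genes, 573 values stayed within the interval, 574 moved and 17 reversed. The intervals are narrow at this depth, so small changes count as moved. Without the 5% of cells with the highest doublet scores, 27 gene ratios moved and 120 stayed, and no share or median absolute ratio moved. Over all cells, the class mix of the control library reversed H2-Ab1 in IRF3/7 (-0.27), with the same limit of 20 TAM_cycling cells. In COX2i it reversed H2-K1 (0.074), Rsad2 (-0.083) and Spp1 (0.011). In COX2i + 5-AZA against CTRL it reversed Ptgs1 (0.092), Arg1 (0.26) and Vegfa (0.061), and against COX2i Il15 (-0.046) and Ccr7 (-0.023). Mean CPM per cell reversed Ptgs1 in IRF3/7 (-1.91) and in COX2i + 5-AZA against COX2i (-0.056), H2-K1 in COX2i (0.033) and Vegfa in COX2i + 5-AZA against COX2i (-0.018). Size factors reversed C1qa in COX2i + 5-AZA against CTRL (0.0027). Within monocytes and macrophages, mean CPM per cell reversed H2-K1 in COX2i (0.021) and Ptgs1 in COX2i + 5-AZA against COX2i (-0.075), and size factors reversed C1qa in the latter comparison (0.024). The cause was not tested. Depth limits the IRF3/7 library most, since a count of 3 UMIs there stands for 0.114 CPM against 0.0442 CPM in CTRL.

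Of 160 list medians under alternatives, 155 stayed within their interval over genes, and all 8 lists kept their direction in all 4 comparisons. The ISG-DC median moved to 3.68 in IRF3/7 with size factors and to 0.46 in COX2i with mean CPM per cell. The inflammatory monocyte list moved in the same 2 comparisons, and the type I-skewed list in IRF3/7. The correlation between the effects of 5-AZA and IRF3/7 moved from r 0.746 to 0.760 with at least 1000 UMIs per comparison, to 0.706 without interferon genes (rho 0.706) and to 0.587 over all cells (rho 0.535). Its interval treats genes as independent and is too narrow.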

Other observations

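The tests of free macrophage RNA in Infl_Mono cells, of free RNA of dividing cells, of Irf7 RNA carried over from cancer cells, of Apoe by class and of a change of subtype within cDC2 were chosen only after the results were seen, and the test of free RNA in cDC2 was chosen after the correlation within cDC2 was seen. The limits that decide each test were set by hand. Library-to-library variation stays open for every pattern, since each group had 1 library.

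Infl_Mono cells of the CTRL library carried macrophage genes. In the 93 such cells of CTRL, C1qa was at 6189 CPM, close to the 6684 CPM of the CTRL macrophages, against 1364 CPM in the 4335 Infl_Mono cells of IRF3/7. The monocyte gene Plac8 was at 1931 CPM in the CTRL cells of the class and 7938 CPM in the IRF3/7 ones, but at only 53.3 CPM in the CTRL macrophages. Chil3 was at 2850 CPM in the CTRL cells of the class and at 312 CPM in those macrophages. Doublets of a monocyte and a macrophage would hold more UMIs than a macrophage, but the median UMIs of these cells were 0.667 (0.576 to 0.766) of the macrophage median. This argues against doublets for the typical cell. Free RNA would reach other cells of similar depth. The C1qa level of CTRL cDC2, 315 CPM at a median of 4106 UMIs against 4203, was 0.0509 of that of the CTRL Infl_Mono cells, which argues against free RNA as the cause. In CTRL NK cells, neutrophils and mast cells together, the background looked at before, it was 0.343, but this came mostly from the 65 neutrophils (4123 CPM), whose own macrophage RNA was not explained. Whether the class was drawn by interferon genes cannot be told apart from a true monocyte class in CTRL. In the clusters rebuilt without the interferon lists, 54.8% (44.2 to 65.2) of these cells fell among macrophages at resolution 0.5 and 44.1% at resolution 1. Of the IRF3/7 cells of the class, 0.115% and 0.138% did so. The interval spans an even split, and 93 cells are too few to narrow it. The lists left out include the inflammatory monocyte and monocyte 1 lists of the study. Genes that lead monocyte classes were thus removed as well, and these values do not isolate interferon genes.

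Irf7 was high in monocytes and macrophages of the IRF3/7 library, which do not carry the construct by design. RNA of the transduced cancer cells would bring Irf3 along. At the Irf3 to Irf7 ratio of the non-immune class, carried RNA would raise Irf3 by 115 CPM, and the rise seen was 1.66 CPM, or 1.44% of it. Scaled by size factors the log2 ratio of Irf3 was 0.56 and not 0.05, which leaves room for a minor part. The remaining candidate explanation is induction of the host gene Irf7, itself interferon-regulated, in these cells.

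Apoe was lower in macrophages of COX2i than of CTRL. It lies outside the rule for naming genes and was chosen after its values were seen. Apoe stood at 8820 CPM against 28714 CPM, a log2 ratio of -1.70. A different mix of classes was argued against by falls within TAM_C1q, TAM_Spp1, TAM_cycling and Ctsk_Macro, the smallest of which was -1.24. A change of subtype within TAM_C1q stays open. At resolution 1, 2234 and 916 of its cells lay in 2 clusters with Apoe among their 10 leading genes. Those clusters held 2023 and 1222 CTRL cells against 353 and 157 COX2i cells. Ctsk_Macro, with 558 of its 587 cells in 1 cluster, fell as well (-1.74). Scaling by a total that Apoe itself fills was argued against by a ratio of -1.74 with the total taken without the 50 most abundant genes. The fall extended to monocytes (-3.03, from 26925 to 3305 CPM), to cDC2 (-1.66, from 686 to 217 CPM) and to the non-immune class (-1.10, from 1663 to 776 CPM). Free RNA from macrophages may explain the one in cDC2. The others were not explained, and the monocyte classes of CTRL included the Infl_Mono cells with macrophage genes described above. An effect of COX2 inhibition on macrophages stays open as a hypothesis.

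TAM_cycling held 34.6% of COX2i cells and 16.3% of CTRL cells. To set depth aside, macrophages were thinned to 2000 UMIs each, leaving out 207 CTRL, 119 COX2i and 81 COX2i + 5-AZA cells. The share with a UMI of Mki67, Top2a or Cdk1 was then 25.9% in CTRL, 45.8% in COX2i and 29.7% in COX2i + 5-AZA (44.5%, 66.2% and 51.4% unthinned). The ratio of COX2i to CTRL was 1.77, so the greater depth of COX2i is not the whole cause. The 3 genes together were at 515, 1046 and 602 CPM, in the same order. In neutrophils, which do not divide, thinned in the same way, 11 of 50 CTRL cells (22.0%, 11.5 to 36.0), 1 of 5 COX2i cells and 9 of 151 COX2i + 5-AZA cells (5.96%) had such a UMI, at median depths of 4618.5, 4133 and 2935 UMIs against 6303, 7985.5 and 9446 in macrophages. Neutrophils were taken as background after mast cells and neutrophils together had been seen, where the shares were 32.2%, 11.1% and 9.25%. CTRL neutrophils held C1qa at 4123 CPM, so they are not a clean background, and how much of the CTRL macrophage share is cycling was not determined. In CCR7+ DC, taken as cells that do not divide, the 3 genes were at 27.2 CPM in COX2i (3 UMIs in 28 cells), or 0.0260 (0.00536 to 0.0759) of the macrophage level. The same fraction was higher in CTRL, at 0.177 (0.0481 to 0.452, 4 UMIs in 10 cells), and in COX2i + 5-AZA, at 0.153 (0.108 to 0.211). In COX2i it leaves free RNA as no more than a small part of the level there. A larger fraction of dividing macrophages in COX2i is a hypothesis.

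The effects of adding 5-AZA and of IRF3/7 went together across genes in monocytes and macrophages. A shift from macrophages to monocytes, present in both comparisons, would bring this about without a shared response. Whether it is the whole cause cannot be told apart from a shared response. In cDC2, a class apart from both, r across 4119 genes was 0.639, and 0.553 without the interferon lists, but cDC2 had a shift of their own. At resolution 1, 1.28% of the annotated cDC2 of IRF3/7 lay in the cluster that held 96.1% of those of CTRL, and the share went from 87.8% in COX2i to 46.4% in COX2i + 5-AZA. A change of subtype within cDC2 in both comparisons may thus bring about the value there, and with 5 IRF3/7 cells in that cluster it could not be tested inside it. At resolution 0.5 most cDC2 of every library shared 1 cluster, with 586 in CTRL, 358 in IRF3/7, 631 in COX2i and 225 in COX2i + 5-AZA. The correlation was not computed inside that cluster, which does not separate the cells that resolution 1 splits. Over the same genes r was 0.755 in monocytes and macrophages. Free macrophage RNA in cDC2 would carry the shift into that class, but over the 2127 genes with more CPM in cDC2 than in macrophages of CTRL, r was 0.645, and over 1993 of them without the interferon lists it was 0.523. This argues against free macrophage RNA as the whole cause of the value in cDC2. It does not test free RNA of monocytes, whose share rose in both comparisons. The monocyte gene Plac8 rose in cDC2 in both. It went from 186 CPM in CTRL to 5242 CPM in IRF3/7, and from 424 CPM in COX2i to 1933 CPM in COX2i + 5-AZA. Without interferon genes r stayed at 0.706 in monocytes and macrophages, so other genes moved together as well. A shared response to interferon, shifts of classes and subtypes, and free monocyte RNA in cDC2 stay open.

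Within single monocyte classes the addition of 5-AZA to COX2i did not raise the ISG-DC list. Its median log2 ratio was -0.05 in Infl_Mono (percentile 0.02 among random lists) and -0.02 in Monocyte_1 (19.41), and that of the type I-skewed list was -0.17 (0.16) and -0.19 (0.63). The interferon-γ-skewed list was at 0.80 (100) in Infl_Mono and at -0.04 (14.46) in Monocyte_1. Both classes were led by interferon-regulated genes, so cells may enter them by their level of such genes. A comparison inside them is limited by that possibility. Infl_Mono also held a different mix in the 2 libraries. At resolution 0.5, 25.4% of its COX2i cells and 4.84% of its COX2i + 5-AZA cells fell among rebuilt macrophages. C1qa in the class was at 4046 CPM in COX2i and 1678 CPM in COX2i + 5-AZA.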
